A study of Mus musculus with 17 samples. Its data were reported in "Switching of dominant retrotransposon silencing strategies from posttranscriptional to transcriptional mechanisms during male germ-cell development in mice" (2017).

How the data were processed

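Poly(A)-selected RNA was measured by stranded RNA sequencing in 17 mouse libraries from a C57BL/6J background. Of these, 6 libraries came from leptotene/zygotene (L/Z) spermatocytes, germ cells early in meiotic prophase, which had been purified by fluorescence-activated cell sorting from animals 3 to 4 weeks old. The other 11 libraries came from whole testes on the day of birth (P0), when the germ cells are prospermatogonia surrounded by somatic cells. Genotypes were wild type (WT), Pld6 knockout (KO), Dnmt3l KO and, at P0 alone, the double knockout (DKO). Pld6 encodes a mitochondrial enzyme needed to make PIWI-interacting RNAs, and Dnmt3l encodes a cofactor of the DNA methyltransferases that methylate retrotransposons in fetal male germ cells. L/Z libraries were read as single 50-bp reads and P0 libraries as pairs of 100-bp reads.

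The authors aligned the reads with TopHat2 to the mm10 (GRCm38) genome and quantified RefSeq genes with Cuffdiff, whose versions were not stated. The deposited tables, 1 per stage, hold an estimated count of fragments per gene and library before any scaling, of which 97.8% (L/Z) and 97.7% (P0) of values were whole numbers. The authors' tables also give FPKM, fragments scaled to transcript length and library size by Cuffdiff. Replicates were not pooled in either table. The tables number replicates from 0 and the sample labels from 1, and the lower number was taken as the lower label. No group depends on that assumption, but the name of a single replicate does. Cuffdiff shares fragments between overlapping or similar transcripts by likelihood, so values of near-identical genes are uncertain. Each table listed 23980 genes. Genes with a status other than OK in any library were left out, 6 at L/Z and 2 at P0, among them the 45S pre-ribosomal RNA gene Rn45s at P0. Retrotransposon copies, small RNA and DNA methylation were not analysed here.

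Estimated counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and quasi-likelihood tests (glmQLFit, glmQLFTest) were run with all groups of a stage in a single fit, because most groups had 2 libraries. A gene was called at a Benjamini-Hochberg adjusted p-value (false discovery rate, FDR) under 0.05 and a fold change over 2. The departure of the DKO from the sum of the single-mutant effects was tested as an interaction without a fold threshold. The difference between a mutation's effect at L/Z and at P0 was tested in a fit over the 14 libraries of the shared genotypes. Each fold change in that fit lies within its own table, but stage is confounded with tissue and read type. Log2 fold changes are given with standard errors (SE), and levels as counts scaled to library size (CPM) with the standard deviation (SD) over replicates. Where all libraries of a group held 3 counts or fewer, the fold change was computed against 3 counts and is a lower bound.

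Sample groups, comparisons, tests, gene lists, the alternatives below except the added ones, and the rule for naming genes were set before the data were examined. Named genes were Pld6, Dnmt3l and the 5 genes the study's text describes as driven by a neighbouring retrotransposon. To these were added, for each comparison with WT, the 4 largest rises and 4 largest falls among called genes whose replicates did not overlap and whose higher group had a mean of at least 50 counts, and the 2 largest of each direction between mutants. Of the genes this rule selected, 1 is not reported here. Any other named gene was chosen after its values were seen. Genes were matched by symbol or synonym to RefSeq GRCm38.p6, which placed 23817 of the L/Z and 23822 of the P0 genes.

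Gene lists were tested with camera on log2 CPM (prior count 2, preset inter-gene correlation 0.01), adjusted over 117 tests (13 lists in 9 contrasts), and each list's median log2 fold change was placed among 10000 random lists matched on expression. The lists were the study's 2 lists of genes next to an activated retrotransposon (13 genes for Pld6 KO, 37 for Dnmt3l KO), markers of spermatogonia, L/Z spermatocytes, late germ cells, prospermatogonia, Sertoli cells, Leydig cells and blood, paternally and maternally methylated imprinted genes, interferon-response genes and p53 targets. Permutation tests of the retrotransposon classes used 100000 resamples and were two-sided. Other tools were limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

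Alternatives were size factors from DESeq2, no filter on low counts, a mean of at least 50 counts, the DESeq2 Wald test, a fit of the compared groups alone, limma on log2(FPKM + 1) and log2(FPKM + 0.1), no fold threshold, the replicate number as a block, fry or an estimated correlation for gene lists, and leaving out each replicate. Chosen after seeing the data were an offset for GC content and transcript length per library (a loess curve with span 0.3), that offset together with the block, a factor for the libraries with over 5% of fragments in 45S rRNA, a crossed block, a P0 fit without the Dnmt3l KO libraries, gene lists without each replicate, and further settings for the comparison of retrotransposon classes. GC content and length were known for 99.1% of tested genes at each stage. Set tests and the tests in the closing section used the same fits.

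The fits were tested on simulated data in which 200 genes had been changed 4-fold. Over 5 comparisons the tests recovered 71.0% to 89.0% of these genes with 5 to 15 false calls. Genes were drawn there independently from the fitted dispersions, without trends shared by all genes of a library. Recovery in the real data may therefore be lower. At P0, Dnmt3l itself was at least 20.2-fold lower in Dnmt3l KO and was not called (FDR 0.257, edgeR). A count of 0 calls thus does not exclude 4-fold changes. With the GC and length offset, recovery was 94.5% at L/Z and 97.0% at P0 among genes with a mean above 50 counts, against 94.0% and 97.0% without it. Replicates of every group differed by more than sampling noise (chi-square per degree of freedom from 14.4 to 107), so no library was counted as a repeat of another. Total counts ranged from 5194238 to 14578341 at L/Z and from 9900346 to 23498968 at P0. The common biological coefficient of variation was 0.237 at L/Z and 0.210 at P0. Bounds from 3 counts cover counting error only.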

Results

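Gene expression was compared between WT, Pld6 KO, Dnmt3l KO and DKO male germ cells at 2 stages, to ask how the loss of PIWI-interacting RNA or of retrotransposon methylation altered the RefSeq transcriptome. The L/Z table held 2 libraries each of WT, Pld6 KO and Dnmt3l KO. The P0 table held 2 WT, 4 Pld6 KO, 2 Dnmt3l KO and 3 DKO libraries. At L/Z, total fragment counts per library were 11532722 and 11416082 in WT, 6997379 and 12295893 in Pld6 KO, and 5194238 and 14578341 in Dnmt3l KO. At P0 they were 11653201 and 11846972 in WT, 10253012 to 12932265 in Pld6 KO, 11418430 and 11338696 in Dnmt3l KO, and 9900346, 13344285 and 23498968 in DKO. After the filter on low counts, 14662 genes were tested at L/Z and 15901 at P0.

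The targeted genes were examined first. Pld6 (chromosome 11, 59783893 to 59787657 in GRCm38, protein-coding) had 344 and 352 counts in the WT L/Z libraries, 63 and 261 in Dnmt3l KO, and 0 in both Pld6 KO libraries. The level was 29.5 ± 0.558 CPM (SD, n = 2) in WT, and the bound on the loss in Pld6 KO was at least 87.8-fold lower (FDR 0.000257, edgeR). In P0 testes, Pld6 had 57 and 40 counts in WT and 66 and 21 in Dnmt3l KO, but 2, 0, 1 and 2 in Pld6 KO and 0 in all 3 DKO libraries. The P0 level was at least 15.7-fold lower in Pld6 KO than in WT, but this fell short of the threshold after adjustment (FDR 0.0585, edgeR). In DKO it was at least 18.3-fold lower (FDR 0.0299, edgeR). Dnmt3l (chromosome 10, 78042287 to 78063622, protein-coding) had 19 and 11 counts in WT L/Z cells, 6 and 10 in Pld6 KO and 0 in both Dnmt3l KO libraries, at least 3.12-fold lower than WT (FDR 0.0278, edgeR). At P0 it had 53 and 72 counts in WT and at most 3 in the Dnmt3l KO and DKO libraries, at least 20.2-fold and 23.5-fold lower than WT, although neither passed adjustment (FDR 0.257 and 0.244, edgeR). Dnmt3l varied widely among the P0 Pld6 KO libraries, with 6, 135, 30 and 145 counts. Its mean there was 7.10 ± 6.67 CPM (SD, n = 4) against 5.27 ± 1.09 CPM (SD, n = 2) in WT, a change smaller than the spread between replicates. No library went against its label.

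**Figure D1:**
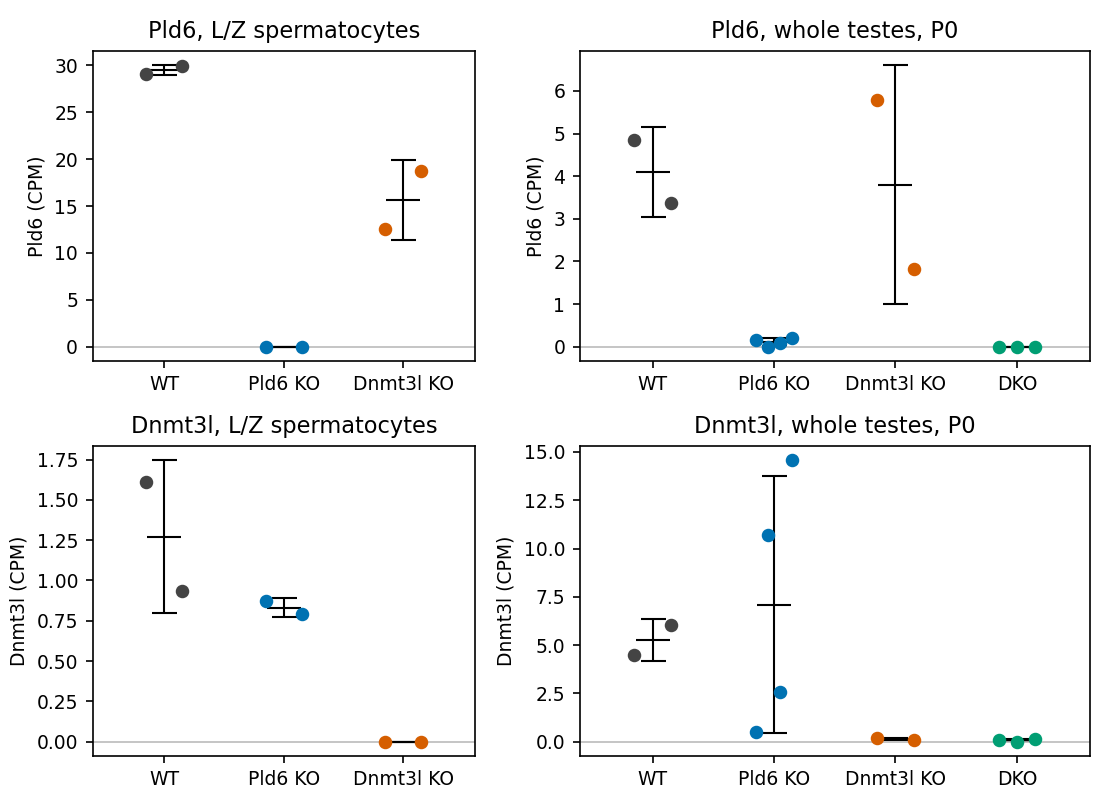
CPM of Pld6 (top) and Dnmt3l (bottom) in each L/Z (left) and P0 (right) library by genotype, where points are libraries and bars are the mean and SD. Pld6 was at 0 CPM in both L/Z Pld6 KO libraries and Dnmt3l at 0 CPM in both L/Z Dnmt3l KO libraries.

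In Pld6 KO spermatocytes, 33 genes were called against WT, 27 higher and 6 lower. This number fell to 1, a lower gene, when only the WT and Pld6 KO libraries were fitted. It rose to 101 with a factor for libraries rich in 45S rRNA (73 higher and 28 lower). With limma on log2(FPKM + 1), 2 genes were higher and 6 lower, so the balance of directions depended on the setting. Of the 33 called genes, 28 met the rule for naming. By fitted fold change, the largest rises were in Gc (chromosome 5, 89417511 to 89457898), Reg2 (chromosome 6, 78405155 to 78408099), Clca4 (no position matched) and Afm (chromosome 5, 90518949 to 90553544). All 4 were at or under 3 counts in each WT library, so their folds are bounds, which do not establish this order. Robo2, with 6 and 1 counts in WT, rose by 6.18 on the log2 scale (FDR 0.00129, edgeR). The bound for Gc was 5.17 on that scale. Gc reached 9.17 ± 0.810 CPM (SD, n = 2), at least 36.0-fold higher than WT (FDR 0.000644, edgeR). Reg2 was at least 24.3-fold, Clca4 at least 32.7-fold and Afm at least 21.6-fold higher (FDR 0.0143, 0.00154 and 0.0143, edgeR). Apart from Pld6, the largest falls by fitted fold change were in 1700006A11Rik (chromosome 3, 124400990 to 124426039), at least 17.9-fold lower, Morc2b (chromosome 17, 33135588 to 33150499), at least 16.8-fold lower, and Zmynd10 (chromosome 9, 107546872 to 107551321), at least 23-fold lower (FDR 0.0208, 0.0275 and 0.0269, edgeR). These 3 genes belong to a set of 45 genes that was also abundant in 1 of the 11 P0 libraries alone. Of the 6 falls, 5 were in that set, and the remaining fall was Pld6 itself. Mroh4, also in the set, had a measured log2 fold change of -5.58 (FDR 0.00291, edgeR), beyond the bounds of these 3 genes.

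In Dnmt3l KO spermatocytes, 802 genes were called against WT, 570 higher and 232 lower. Reg2 rose at least 142-fold, Gc at least 107-fold, Pamr1 (chromosome 2, 102549939 to 102643041) at least 48.1-fold and E330017A01Rik (chromosome 16, 58635262 to 58638403) at least 34.7-fold (FDR 0.00109, 0.000152, 0.00109 and 0.00345, edgeR). Mroh4 (chromosome 15, 74606026 to 74636804) was at least 50.5-fold lower, 1700006A11Rik at least 14.8-fold lower and Morc2b at least 13.9-fold lower (FDR 0.00131, 0.00567 and 0.0113, edgeR). All 3 were in the set of 45 genes described above. Bcl11b (chromosome 12, 107910403 to 108004145) had a log2 fold change of -4.56 (SE 0.67, FDR 0.00706, edgeR), from 8.57 ± 2.18 CPM in WT to 0.471 ± 0.464 CPM in Dnmt3l KO (SD, n = 2 each). All genes named in this and the preceding comparison are annotated as protein-coding where a position is given. An offset for GC content and transcript length, added after the data were seen, reduced the calls to 212, of which 195 were among the 802. Leaving out WT replicate 1 kept 608 of the 802 calls above a 2-fold change and leaving out Dnmt3l KO replicate 1 kept 585.

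The L/Z libraries differed in ways that genotype did not explain. Transcripts of Rn45s made up 8.27% of fragments in WT replicate 1 and 8.06% in Pld6 KO replicate 1, and between 0.13% and 0.3% in the other 4 libraries. Libraries were divided into batches by this level alone, and whether they were prepared apart is not known. Each of these batches held 1 library of WT and 1 of Pld6 KO at most. These genotypes therefore had no replicates within a batch, and no test was run there. Libraries with the same replicate number also deviated together between WT and Pld6 KO (r 0.485), but not between Dnmt3l KO and either group. With the batch as a factor, 101 genes were called in Pld6 KO, 662 in Dnmt3l KO and 25 between the mutants. Across genes, which are not independent replicates, each library's deviation from the gene mean was also related to GC content. The Spearman correlation was 0.346 and 0.337 in the WT libraries, 0.193 and -0.221 in Pld6 KO, and -0.261 and -0.434 in Dnmt3l KO.

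The changes in both mutants were then compared. In the same direction, 30 genes were called in both, 90.9% of those called in Pld6 KO. Log2 fold changes of the mutants correlated across genes (Pearson r 0.632, Spearman rho 0.494). Because both comparisons share the WT libraries, unchanged groups were simulated against shared controls. In 20 such simulations r ranged from 0.461 to 0.504 and at most 1 gene was called in both. The overlap was 66 genes with the DESeq2 Wald test, 65 without the filter on low counts and 10 with the GC and length offset. A direct comparison of Dnmt3l KO with Pld6 KO called 7 genes, 6 higher and 1 lower, while 2567 genes had an unadjusted p-value under 0.05. The count was 2 with the GC and length offset and 358 with the DESeq2 Wald test (206 higher and 152 lower). A block crossed for Dnmt3l KO, given below, raised it further. Besides Pld6, at least 46.5-fold higher, the called genes included Cdh19 (chromosome 1, 110888002 to 110977601, protein-coding), at least 37.6-fold higher (FDR 0.0470, edgeR). Myh4 (chromosome 11, 67237812 to 67260447, protein-coding) was at least 13.1-fold lower (FDR 0.0470, edgeR).

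**Figure D2:**
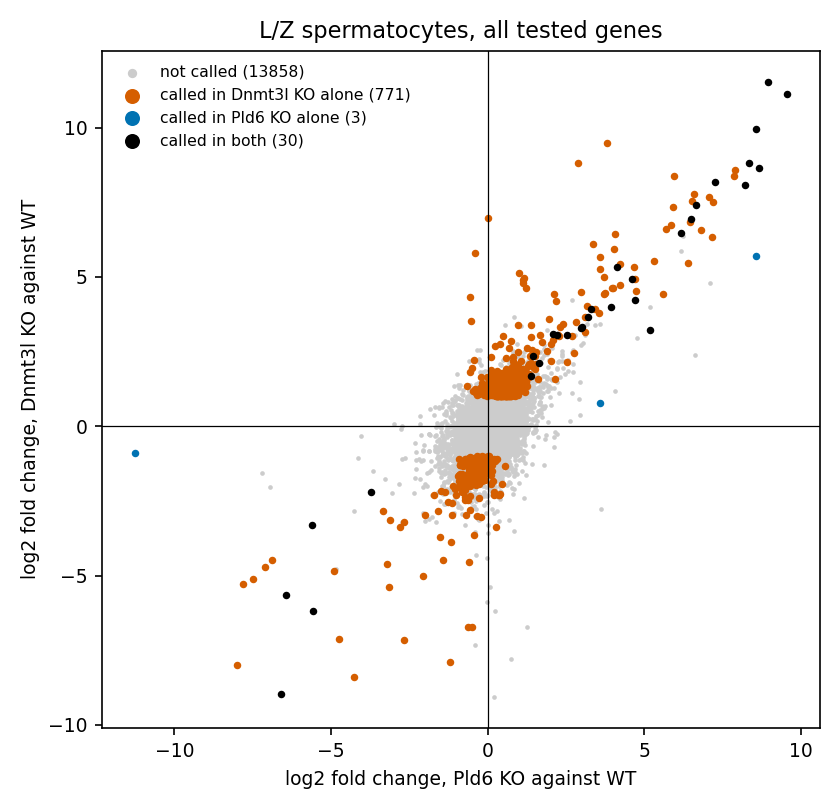
Log2 fold change of each of the 14662 tested genes in L/Z spermatocytes, Pld6 KO against WT on the horizontal axis and Dnmt3l KO against WT on the vertical axis, coloured by the comparison that called it. The 30 genes called in both mutants lie in the upper right and lower left.

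The study linked 13 genes in Pld6 KO and 37 genes in Dnmt3l KO to an activated retrotransposon copy nearby. It chose them in these same L/Z libraries, so their L/Z values describe the lists and are not independent evidence. All genes of both lists were tested at L/Z. In Pld6 KO, the median log2 fold change was 6.18 for the Pld6 list (4.18 with genes at the floor set to their bound) and 1.37 for the Dnmt3l list (1.31 with bounds, 2.40 without WT replicate 2). In Dnmt3l KO the medians were 5.33 (4.32 with bounds) and 3.66 (3.39 with bounds). Over all genes tested, 11 genes of each list had an edgeR FDR under 0.05 in Pld6 KO, and 12 and 36 in Dnmt3l KO. With p-values adjusted over the list alone, these counts were 13 and 25 in Pld6 KO and 13 and 37 in Dnmt3l KO. Among the genes named by the study, Tecrl (chromosome 5, 83278122 to 83355195) rose by 4.24 on the log2 scale in Pld6 KO without passing adjustment and by 4.71 in Dnmt3l KO (FDR 0.0834 and 0.0129, edgeR). Caps2 (chromosome 10, 112163349 to 112216561) rose in both mutants, by 4.13 and 5.33 (FDR 0.0110 and 0.00109, edgeR), and Afm rose at least 21.6-fold and 37.0-fold. Slc15a2 (chromosome 16, 36750161 to 36785158) changed by 0.99 in Pld6 KO and 3.39 in Dnmt3l KO (FDR 0.690 and 0.0228, edgeR). 2310043L19Rik (chromosome 1, 177641542 to 177642943, long non-coding RNA) had no counts in WT or Pld6 KO and was at least 6.29-fold higher in Dnmt3l KO (FDR 0.0317, edgeR). The other genes named in this paragraph are protein-coding.

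To ask whether genes next to different retrotransposon classes responded alike in the mutants, 22 genes linked to an L1 copy, a non-LTR element, were compared with 17 genes linked to an LTR element. The study's text counts more L1-linked genes in its Dnmt3l list alone than the 22 used here, and this difference was not resolved. Dnmt3l KO exceeded Pld6 KO by a median of 0.76 on the log2 scale for L1-linked genes and 2.41 for LTR-linked genes. The difference of 1.65 had a permutation p of 0.00034. Against WT, the L1-linked genes had medians of 3.32 in Pld6 KO and 3.79 in Dnmt3l KO, and the LTR-linked genes 0.99 and 4.25. Among genes with a mean of at least 50 counts (16 and 6) the difference was 0.85 (permutation p 0.027), and between means 1.97 (permutation p 0.00064). The genes were picked by the study for their rise in these libraries. Its Pld6 list, picked for a rise in Pld6 KO, held mostly L1-linked genes, so the selection differed between the classes. The test cannot separate a difference between classes from that selection.

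**Figure D3:**
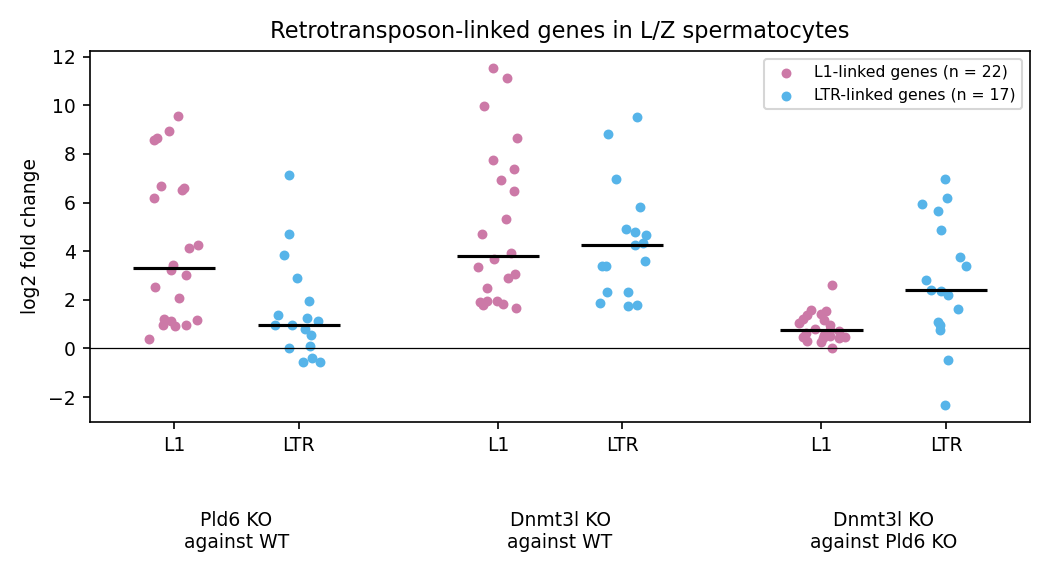
Log2 fold change in L/Z spermatocytes of the 22 L1-linked and 17 LTR-linked genes in 3 comparisons, where points are genes and bars are medians. In Dnmt3l KO against Pld6 KO the medians were 0.76 and 2.41.

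In P0 testes, 1 gene was called in Pld6 KO and 0 in Dnmt3l KO. An unadjusted p-value under 0.05 was found for 805 and 2056 genes, 5.06% and 12.9% of those tested. Chance gives about 5%, so the count in Pld6 KO is no sign of further changes. The smallest FDR in Dnmt3l KO was 0.256 (edgeR). The DESeq2 Wald test moved these counts most, to 14 and 71. The gene called in Pld6 KO was 4930470H14Rik (chromosome 17, 4044658 to 4082995, long non-coding RNA). Its level was 195 ± 83.9 CPM (SD, n = 4) in Pld6 KO and 15.7 ± 0.286 CPM (SD, n = 2) in WT, a log2 fold change of 3.64 (SE 0.43, FDR 0.0128, edgeR). No gene was called in both single mutants. Their log2 fold changes correlated across genes with r 0.515. In 20 simulations of unchanged groups with shared controls, r was higher, from 0.553 to 0.612. At most 1 gene was called in both there, and genes were again drawn independently.

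The DKO allowed the single mutations to be compared on the same background. Against WT, 2 genes were called in DKO, 4930470H14Rik (log2 fold change 3.95, SE 0.44, FDR 0.00717, edgeR) and Pld6. An unadjusted p-value under 0.05 was found for 1268 genes (7.97% of those tested). Against Pld6 KO, 0 genes were called, the smallest FDR was 0.429 (edgeR), and 957 genes (6.02%) had an unadjusted p-value under 0.05. Chance gives about 5%. Against Dnmt3l KO, 12 genes were called, 8 higher and 4 lower, but leaving out DKO replicate 1 or DKO replicate 3 left 0. Genes named by the rule included 4930470H14Rik, with a log2 fold change of 3.06 (SE 0.42), Eif3j1 (chromosome 2, 122028580 to 122053632, protein-coding) with -8.00 (SE 1.32) and Tsx (chromosome X, 103409012 to 103424588, protein-coding) with -3.33 (SE 0.55). Their FDR values were 0.0240, 0.0463 and 0.0463 (edgeR). Dnmt3l KO replicate 1 carried much of the Tsx fold, with 9.03 CPM against 2.34 CPM in replicate 2. Tsx was at 1.1 and 0.672 CPM in WT and 0.379 to 0.712 CPM in DKO. Eif3j1 has a near-identical copy, Eif3j2, and its value is uncertain, since it also ranged from 4 to 987 counts between the WT libraries. Departure from additive single-mutant effects was called in 0 genes, with a smallest FDR of 0.341 (edgeR) and 1740 genes at an unadjusted p-value under 0.05. With the DESeq2 Wald test, 71 genes departed. By gene list, camera called a departure for late germ cell markers (median -1.46, camera FDR 0.00487), Leydig markers (-0.96, 0.0111), spermatogonia markers (0.97, 0.0250) and interferon-response genes (-0.68, 0.0408), and fry called none of these. Without Dnmt3l KO replicate 2 these medians were -1.80, -0.50, 0.55 and 0.11, and the interferon median was -1.02 without Dnmt3l KO replicate 1. The late germ cell departure leaned on Dnmt3l KO replicate 1. The list's mean log2 CPM was 2.23 there, against 0.65 in replicate 2. The spermatogonia median was 0.6 without WT replicate 1, and the Leydig median was -0.63 without Pld6 KO replicate 4. The spermatogonia call was lost without Pld6 KO replicate 1 or DKO replicate 1 or 3, and the interferon call without Pld6 KO replicate 3 or 4 or DKO replicate 2 or 3. Without Pld6 KO replicate 1, L/Z spermatocyte markers, prospermatogonia markers and the study's Pld6 list gained a call (camera FDR 0.00482, 0.0207 and 0.0116). The Pld6 list was also called without Pld6 KO replicate 3 (camera FDR 0.0257).

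At P0, 8 genes of the study's Pld6 list and 27 of its Dnmt3l list passed the filter. The lists were chosen in the L/Z libraries, so these values are independent of the choice. For the Pld6 list, the median log2 fold change was 0.83 in Pld6 KO, 0.62 in Dnmt3l KO and 1.07 in DKO, unchanged with floor genes at their bound. For the Dnmt3l list it was 0.30, 0.29 and 0.32 (0.32, 0.20 and 0.32 with bounds). These medians lay above 96.1% or more of random lists in each case. Camera gave an FDR of 0.000671, 0.00207 and 0.000207 for the Pld6 list and 0.0432, 0.00758 and 6.51e-05 for the Dnmt3l list. Neither list held a gene with an edgeR FDR under 0.05 over all genes tested. Adjusted over the list alone, 2 genes of each list passed in Pld6 KO, 3 and 2 in Dnmt3l KO, and 3 and 2 in DKO. The Dnmt3l list in Pld6 KO depended on single libraries, with medians of 0.14 and 0.55 without WT replicate 1 or 2 and 0.16 without Pld6 KO replicate 4 (camera FDR 0.116). Without Pld6 KO replicate 2 its camera FDR was 0.0579. In DKO the median was 0.55 without WT replicate 2. Between DKO and Dnmt3l KO, the medians of 0.14 and 0.19 were not called. Between DKO and Pld6 KO the Dnmt3l list was called, with a median of 0.19 (camera FDR 0.00132, at most 0.0257 without any 1 library of these groups, and a median of 0.35 without Pld6 KO replicate 4). The Pld6 list, at 0.20, was called there without Pld6 KO replicate 4 (0.49, camera FDR 0.00298).

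**Figure D4:**
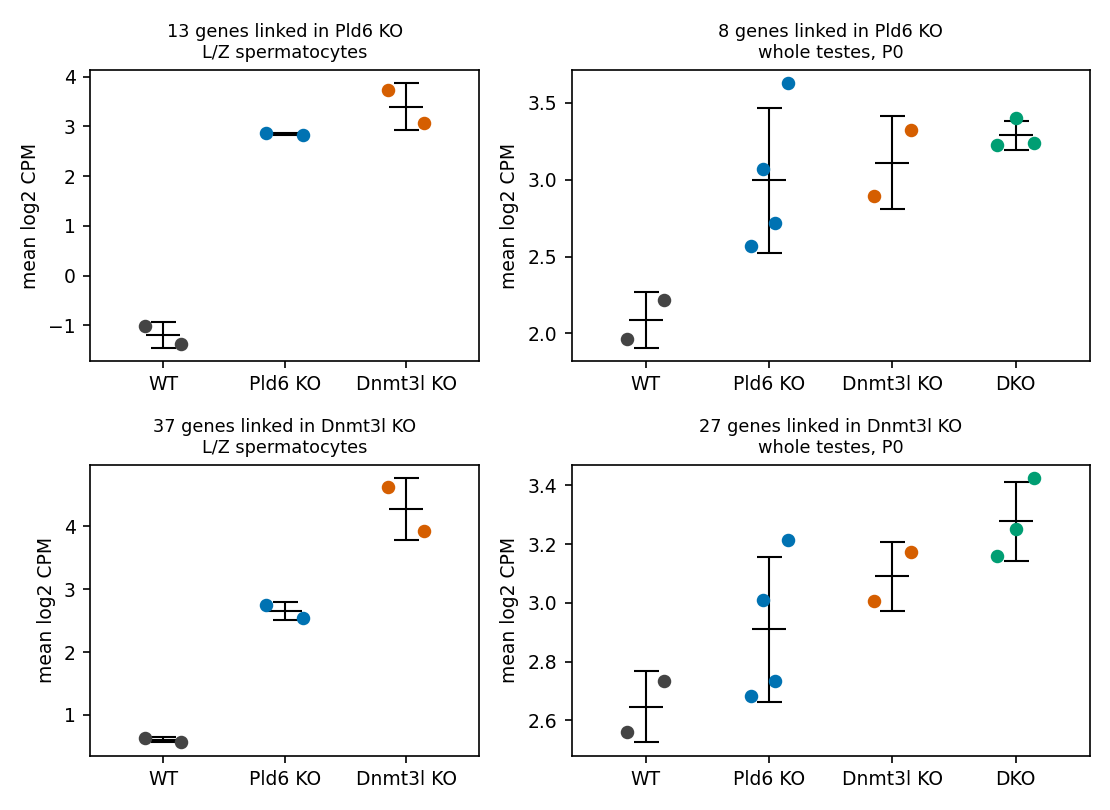
Mean log2 CPM over the genes of the study's Pld6 list (top) and Dnmt3l list (bottom) in each L/Z (left) and P0 (right) library, with the mean and SD of each genotype. The vertical scales differ, and at P0 only the 8 and 27 tested genes entered.

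The effect of each mutation was compared between stages over 16547 genes. For Pld6 KO, the effect differed in 2 genes, Robo2 (chromosome 16, 73891976 to 75447443) and Epha5 (chromosome 5, 84054761 to 84417818), both protein-coding (FDR 0.000957 and 0.00996, edgeR), and 1575 genes had an unadjusted p-value under 0.05. Robo2 rose by 6.18 (SE 0.58) on the log2 scale at L/Z and changed by -0.09 (SE 0.21) at P0, where WT already had 99.4 ± 11.9 CPM (SD, n = 2). Both genes were chosen after their values were seen, and both also differed for Dnmt3l KO (FDR 0.00217 and 0.0445, edgeR). For Dnmt3l KO, the effect differed in 110 genes, with the L/Z effect higher in 75 and lower in 35. The DESeq2 Wald test moved these counts most, to 45 and 699. Of the genes called higher in L/Z Dnmt3l KO, 530 were tested at P0 and 369 were higher there too, with a median log2 fold change of 0.17 against 1.32 at L/Z. For L/Z Pld6 KO, 14 of 22 such genes were higher at P0, with medians of 0.32 and 3.77. Both P0 Dnmt3l KO libraries leaned to GC-poor genes (Spearman correlation -0.385 and -0.388), as did both L/Z ones (-0.261 and -0.434). For Dnmt3l KO, the agreement between stages therefore cannot be told apart from a shared GC trend.

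Camera called 41 of the 117 gene list tests. With fry 3 held, the Pld6 list in both L/Z mutants and the Dnmt3l list in L/Z Dnmt3l KO, and with an estimated correlation 0 held. In L/Z Dnmt3l KO, markers of L/Z spermatocytes (16 of 17 tested) were higher than in WT, with a median log2 fold change of 1.08 (camera FDR 0.00021). Markers of Sertoli cells (16 of 16 tested) and spermatogonia (17 of 17) were lower, with medians of -1.07 and -0.86 (camera FDR 0.00354 for each), and Leydig markers (8 of 12) had a median of -0.98 without a call. The Sertoli median was -2.02 and -0.48 without Dnmt3l KO replicate 1 or 2. That of spermatogonia was -0.45 and -1.55 without the same libraries and -0.49 without WT replicate 1. In L/Z Pld6 KO none of the 7 cell-type lists was called, and late germ cell markers (10 of 20) had a median of -0.41. The late germ cell median in L/Z Dnmt3l KO was -0.18. It was -0.999 and 0.07 without Dnmt3l KO replicate 1 or 2 and -0.48 without WT replicate 1. That of Pld6 KO was 0.05 without WT replicate 2, and -0.16 and -0.86 without Pld6 KO replicate 1 or 2. Blood markers (2 of 14 tested) had medians of -0.83 in Pld6 KO and -1.36 in Dnmt3l KO, and prospermatogonia markers (16 of 16) 0.02 and 0.17, with no call. Paternally methylated imprinted genes (9 of 11) had medians of -0.23 and -0.66, maternally methylated ones (16 of 18) 0.20 and -0.18, interferon-response genes (13 of 20) 0.03 and 0.02, and p53 targets (14 of 15) -0.30 and -0.34, again uncalled. Without WT replicate 1 the paternally methylated genes had medians of 0.146 and -0.186 and the maternally methylated ones 0.572 and 0.133. The latter had -0.094 in Pld6 KO without WT replicate 2.

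At P0, interferon-response genes (19 of 20 tested) had medians of 0.34 in Pld6 KO, 1.28 in Dnmt3l KO and 0.96 in DKO, and were called in the latter pair (camera FDR 1.87e-06 and 4.23e-05). Sertoli markers (16 of 16) were lower in all 3 mutants, with medians of -0.32, -0.28 and -0.43 (camera FDR 0.00354, 0.0432 and 0.00944). Paternally methylated imprinted genes (10 of 11) were higher in Pld6 KO and DKO, by 0.44 and 0.45 (camera FDR 0.000634 and 0.0012), but not in Dnmt3l KO, at -0.05. That Dnmt3l KO median was 0.199 with the GC and length offset, and 0.066 and -0.322 without Dnmt3l KO replicate 1 or 2. In Dnmt3l KO, late germ cell markers (10 of 20) had a median of 1.45 and L/Z spermatocyte markers (16 of 17) of 0.92 (camera FDR 0.00207 and 0.000634). Replicate 1 carried much of both, with mean log2 CPM of 2.23 and 3.96 against 0.65 and 3.13 in replicate 2. Without it the medians were 0.46 and 0.42, and without WT replicate 2 that of the L/Z spermatocyte markers was 0.61. Late germ cell medians were 0.33 in Pld6 KO and 0.23 in DKO, and L/Z spermatocyte medians 0.13 and 0.40, the last of these called (camera FDR 0.0429, but 0.0903 and 0.204 without DKO replicate 1 or 3). Spermatogonia markers (17 of 17) had medians of 0.16, -0.77 and 0.15 in Pld6 KO, Dnmt3l KO and DKO, with a call in Dnmt3l KO (camera FDR 0.0392). Leydig markers (12 of 12) had medians of 0.46, 0.27 and -0.24, with a call in Pld6 KO (camera FDR 0.0448). Prospermatogonia markers (16 of 16) had medians of 0.25, 0.51 and 0.42, blood markers (9 of 14) 0.45, 0.58 and 0.23, maternally methylated imprinted genes (18 of 18) 0.17, -0.09 and 0.01, and p53 targets (15 of 15) 0.09, -0.09 and 0.09, none of which was called.

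Single libraries moved several of these P0 values. Without Dnmt3l KO replicate 1 or 2, the Dnmt3l KO medians were 1.96 and 0.52 for interferon-response genes, -0.57 and -0.06 for Sertoli markers and -1.17 and -0.46 for spermatogonia markers, the last being -0.39 without WT replicate 1. The Leydig call in Pld6 KO was lost without replicate 2, 3 or 4 (camera FDR 0.0575, 0.0544 and 0.257), with a median of 0.26 without replicate 4. Without Pld6 KO replicate 1, lists not called before were called in Pld6 KO. They were prospermatogonia markers with a median of 0.52 (camera FDR 4.67e-05), late germ cell markers with 0.47 (0.00725), L/Z spermatocyte markers with 0.42 (0.0315) and interferon-response genes with 0.47 (0.0120). Maternally methylated imprinted genes in Pld6 KO were called without replicate 2 (median 0.18, camera FDR 0.0496), and prospermatogonia markers in DKO without DKO replicate 2 (median 0.64, camera FDR 0.00243).

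Further lists were called between mutants. In L/Z Dnmt3l KO against Pld6 KO, L/Z spermatocyte markers were higher (median 0.85, camera FDR 1.51e-05), and Sertoli and spermatogonia markers lower (-0.94 and -0.73, camera FDR 0.0107 and 0.000743). The study's lists were called there too, with medians of 1.17 and 0.48 for the Dnmt3l and Pld6 lists (camera FDR 5.73e-18 and 0.0322), the latter being -0.03 without Dnmt3l KO replicate 1. In P0 DKO against Pld6 KO, interferon-response genes were higher (0.68, camera FDR 0.000339), and Leydig markers and maternally methylated imprinted genes lower (-0.36 and -0.07, camera FDR 0.000531 and 0.0432). In P0 DKO against Dnmt3l KO, paternally methylated imprinted genes and spermatogonia markers were higher (0.56 and 0.63, camera FDR 0.00585 and 0.0183) and late germ cell markers lower (-0.79, camera FDR 0.0451), the last being -0.16 and -1.26 without Dnmt3l KO replicate 1 or 2. Single libraries moved other medians too. At L/Z, the Sertoli median was -1.94 and -0.37 without Dnmt3l KO replicate 1 or 2 and -0.58 without Pld6 KO replicate 1. That of spermatogonia was -1.26 without Dnmt3l KO replicate 2 and -1.13 without Pld6 KO replicate 2. That of the Pld6 list was 0.85 without Dnmt3l KO replicate 2. At P0, the interferon median against Pld6 KO was 0.33 without DKO replicate 1, and that of Leydig markers -0.22 without DKO replicate 3 and -0.56 without Pld6 KO replicate 3. Against Dnmt3l KO, without its replicate 1, the medians of paternally methylated imprinted genes and spermatogonia markers were 0.36 and 1.07. With the GC and length offset and all libraries they were 0.272 and 0.466. Calls were lost for spermatogonia markers without DKO replicate 1 or 3, for late germ cell markers without DKO replicate 2 or 3, and for maternally methylated imprinted genes without Pld6 KO replicate 1 or 4 or DKO replicate 1 or 3. Calls were also gained. Against Pld6 KO they included prospermatogonia markers without Pld6 KO replicate 2, 3 or 4 (camera FDR 0.0137, 0.0215 and 0.0288). Without replicate 3, L/Z spermatocyte and spermatogonia markers were called too (0.0438 and 0.0105). Against Dnmt3l KO they included interferon-response genes and Leydig markers without DKO replicate 1 (0.0342 and 0.0244).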

Values the study reported

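Using Cuffdiff with a q-value under 0.05 and a fold change over 2, the study reported 41 genes with increased and 32 with decreased expression in Pld6 KO L/Z spermatocytes. In Dnmt3l KO L/Z spermatocytes it reported 442 increased and 184 decreased genes. At P0 it reported 50 affected genes in Pld6 KO and 143 in Dnmt3l KO testes. Of 19 genes that rose over 3-fold in Pld6 KO spermatocytes, 13 were linked to an activated retrotransposon, and of 91 such genes in Dnmt3l KO, 37 were.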

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

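The tests of explanations in this part were chosen only after the results were seen.

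Single libraries stood apart from the others in the group of 4 P0 Pld6 KO libraries. Each of 21 measures (list scores and levels of named genes) was examined by the gap between the most distant library and its nearest neighbour as a share of the group's range, and 3 exceeded the critical value of Dixon's test, where chance gives about 5% of measures. The first was the prospermatogonia score, with a gap of 0.954 of the range. Replicate 1 had a mean log2 CPM of 2.65 and the others between 4.21 and 4.29. The second was the L/Z spermatocyte score, with a gap of 0.868, where the same replicate had 2.22 and the others between 2.98 and 3.09. Library depth argues against itself as the cause, since replicate 1 was the deepest of the 4 with 12.93 M (12932265) counts. A smaller share of germ cells in that testis sample cannot be told apart from other causes. Outside the prospermatogonia list, 9 of 16 spermatogonia and 12 of 16 L/Z spermatocyte markers were lowest in replicate 1 of the 4 Pld6 KO libraries. So were 12 of 19 interferon-response genes and 6 of 12 Leydig markers, but only 5 of 16 Sertoli markers, 3 of 15 p53 targets and 0 of 9 blood markers. Without replicate 1, 4 genes were called in Pld6 KO against WT in place of 1.

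The third measure was Caps2, with a gap of 0.835 of the range. Replicate 4 had 12 counts and replicates 1 to 3 had 6, 7 and 5. No explanation was tested for this gene, whose values lie close to the counting floor.

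Effects of the mutations differed between L/Z spermatocytes and P0 testes in 2 genes for Pld6 KO and 110 genes for Dnmt3l KO, by an edgeR test of the difference. Among named genes, the Dnmt3l KO effect differed for Gc (FDR 0.0286, edgeR), Pamr1 (0.0356), Mroh4 (0.0344), Morc2b (0.0356), 1700006A11Rik (0.0388) and Bcl11b (0.0445). Of genes named after their values were seen, it differed for Robo2 (FDR 0.00217, edgeR), Fabp9 (0.0434) and Epha5 (0.0445). Of the genes named by the rule, Gc and Pamr1 rose at L/Z and the others fell there. For Mroh4, Morc2b, 1700006A11Rik and Fabp9, 1 library takes part in the difference at P0, since Dnmt3l KO replicate 1 had 91, 71, 111 and 386 counts of them. They belong to a set of 45 genes far more abundant in this library than in any other at P0, and 4 of the 110 genes are in it. RNA carried over from the L/Z libraries is argued against, because 35 of the 45 genes lay above their level in the L/Z WT libraries. Stage cannot be told apart from tissue, cell sorting and read type, since all L/Z libraries were sorted cells with single reads and all P0 libraries whole testes with read pairs. A biological difference between prospermatogonia and spermatocytes stays open and untested by this design.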

How the results depend on the processing

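The offset for GC content and length, its combination with a block, the 45S rRNA factor, the crossed block and the fit without Dnmt3l KO were chosen only after the data were seen. Among results that answer a comparison, 94 values stayed on the same side of their threshold, within 1.5 times the reported count or within the spread between replicates, and 67 moved. The L1 against LTR difference kept its direction and a permutation p under 0.05 in the 13 alternatives in which it was tested, between 0.85 and 1.97, 10 of them chosen after the data were seen. Without 1 library it ranged from 1.51 to 2.23. No alternative was limited to 1 of the study's lists, so the unequal selection of the classes stays in all of them. The cause of a change was not tested unless given.

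In L/Z Pld6 KO against WT, the 33 genes became 74 without the filter, 14 with a mean of at least 50 counts, 90 with the DESeq2 Wald test, 1 with only the 2 groups compared, 8 with limma on log2(FPKM + 1), 11 with the GC and length offset and 101 with the rRNA factor. In L/Z Dnmt3l KO against WT, the 802 genes became 530 with limma on log2(FPKM + 1) and 212 with the offset. In L/Z Dnmt3l KO against Pld6 KO, the 7 genes became 3 with DESeq2 size factors (3 higher and 0 lower), 193 without the filter, 2 with a mean of at least 50 counts, 358 with the DESeq2 Wald test, 175 with only the groups compared, 2 with the offset and 25 with the rRNA factor. In this last comparison the genes split into 116 higher and 77 lower without the filter, and 206 and 152 with the DESeq2 Wald test. A stricter filter leaves fewer genes to call, which shows the cause in part.

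In P0 Pld6 KO against WT, the 1 gene became 4 without the filter, 14 with the DESeq2 Wald test, 4 with only the groups compared, and 3 and 4 with limma at pseudocounts 1 and 0.1. In P0 Dnmt3l KO, the 0 genes became 71 with the DESeq2 Wald test and 1 with limma at pseudocount 0.1. For DKO against WT, 2 genes became 8 without the filter, 1 with a mean of at least 50 counts, 62 with the DESeq2 Wald test, 101 with only the groups compared, and 5 and 7 with limma. For DKO against Dnmt3l KO, 12 genes became 91 without the filter, 261 with the DESeq2 Wald test, 104 with only the groups compared and 2 with the offset. With the DESeq2 Wald test, DKO against Pld6 KO gave 5 genes in place of 0 and the departure from additivity 71 in place of 0. Fitting P0 without the Dnmt3l KO libraries left the counts of 1, 2 and 0 in Pld6 KO and DKO as they were.

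Genes called in both L/Z mutants numbered 66 with the DESeq2 Wald test, 65 without the filter and 10 with the offset in place of 30, and those called in both P0 single mutants 1 with DESeq2 in place of 0. Stage differences for Pld6 KO numbered 10 without the filter and 45 with DESeq2 in place of 2, and for Dnmt3l KO 699 with DESeq2 in place of 110. Of the 41 gene list calls, 3 held with fry and 0 with an estimated correlation.

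Replicate numbers shared between groups were not taken as pairs at either stage, although L/Z WT and Pld6 KO libraries of the same number deviated together (r 0.485) and shared their Rn45s level. Same-numbered libraries of different groups had correlations of their deviations from -0.144 to 0.485 at L/Z (2 of 6 over 0.1) and from -0.332 to 0.271 at P0 (3 of 13 over 0.1). With the replicate number as a block, calls were 24 in L/Z Pld6 KO, 912 in L/Z Dnmt3l KO, 4 in L/Z Dnmt3l KO against Pld6 KO, 0 in P0 Pld6 KO, 12 in DKO against WT and 0 in DKO against Dnmt3l KO. With the block and the GC offset together they were 7, 105, 3, 0, 8 and 0 in that order, and 1 in P0 Dnmt3l KO. A block crossed for Dnmt3l KO gave 100, 1282 and 516 calls in the 3 L/Z comparisons.

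Where leaving out 1 replicate kept at least 2 in each group, counts ranged from 1 to 4 genes in P0 Pld6 KO (4 without Pld6 KO replicate 1, 3 without replicate 3), 1 to 3 in DKO against WT, 0 to 9 in DKO against Dnmt3l KO (0 without DKO replicate 1 or 3) and 0 to 2 in DKO against Pld6 KO (2 without Pld6 KO replicate 1 or 3). At L/Z no test was run with 1 library in a group. All 33 Pld6 KO calls and from 585 to 776 of the Dnmt3l KO calls kept their direction and a 2-fold change.

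Of 594 values of named genes under alternatives, 483 stayed the same, 48 became weaker, 10 stronger, 47 moved and 6 reversed. Dnmt3l in P0 Pld6 KO, at 0.42, was -0.09 with limma on log2(FPKM + 1) and -0.19 without Pld6 KO replicate 4, while leaving out replicate 1 gave 0.81. Afm in P0 DKO, at -0.02 and near the floor, was 0.11 and 0.09 without DKO replicate 1 or 3, and -0.32 without replicate 2. Slc15a2 in P0 DKO, at -0.44, was 0.03 and 0.06 without DKO replicate 1 or 2, and -3.39 without replicate 3. Depth limits genes near the floor, whose folds are bounds only.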

Other observations

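Of the tests in this part, 2 were set out before the results were seen, that of late germ cell markers at L/Z and that of cell-type lists at P0, and the statistic that decides the latter was chosen after its values were known. All other tests were chosen only after the results were seen.

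Genes lower in both L/Z mutants were examined for RNA of late germ cells. If late germ cells entered the WT sort, a list of pachytene-to-spermatid genes should have fallen in both mutants. The list's median reached percentile 1.73 among random lists in Pld6 KO but percentile 57.5 in Dnmt3l KO, so that prediction was not met, and 10 of its 20 genes were too low to be tested. This rests on single libraries, since the Dnmt3l KO median of -0.18 was -0.999 without Dnmt3l KO replicate 1 and 0.07 without replicate 2, and the Pld6 KO median of -0.41 was 0.05 without WT replicate 2. The list cannot decide the matter, because its 10 tested members went both ways. A second set came from the P0 table. There, 45 genes had at least 30 counts in 1 Dnmt3l KO library and over 8 times the count of any other P0 library, thresholds that were set after looking. They were led by Ldhc (749 counts against at most 24 elsewhere), Fabp9 (386 against 20) and Meig1 (366 against 19). At L/Z, 33 of them were tested, of which 30 were lower in Pld6 KO and 26 in Dnmt3l KO, with median log2 fold changes of -1.884 and -1.446, both at percentile 0 of random lists. Of the 6 genes called lower in Pld6 KO, 5 were in this set, and of the 232 called lower in Dnmt3l KO, 11 were. RNA of more mature germ cells in the WT libraries is therefore a candidate explanation for these falls, and a direct effect of either mutation on them stays open and untested.

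The presence of these 45 genes in P0 Dnmt3l KO replicate 1 was itself unexplained. Carry-over from the L/Z libraries is argued against by 35 genes lying above their L/Z WT level. Adult testis is argued against by the 4 spermatid genes Prm1, Prm2, Tnp1 and Tnp2, which had 7 counts in sum there against 2 to 139 in the other P0 libraries. Loss of Dnmt3l is argued against as the whole cause, because the summed level of the set was 17.9 CPM at most in the other 4 P0 libraries without Dnmt3l. It was 499 CPM in this library and 11.6 to 20.2 CPM in those with Dnmt3l. RNA of a juvenile testis cannot be told apart from other sources for the 45 genes, as no juvenile reference was used here. Among the other P0 libraries, Pld6 KO replicate 1 held 35 counts of Prm1, 46 of Prm2, 20 of Tnp1 and 38 of Tnp2, and no explanation was tested for these. The main edgeR test called no gene in P0 Dnmt3l KO against WT with this library included, so the set made no call there. The DESeq2 Wald test called 71 genes, and the set was not looked up among them.

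Most of the 802 changes in L/Z Dnmt3l KO were examined in parts by size, 174 over 4-fold and 624 between 2-fold and 4-fold. The few calls outside these parts were left out. GC content and transcript length are argued against as the whole cause of the calls over 4-fold, since the offset removed at most 0.652 log2 units from any of the 174 (median 0.18). With it 151 stayed over 4-fold, but only 83 kept an FDR under 0.05 and a 2-fold change. From the 624 calls between 2-fold and 4-fold it removed at most 0.802 log2 units (median 0.356), and 112 kept an FDR under 0.05 and a 2-fold change. Of these calls 46.6% stayed over 2-fold, a share that depends on how near to 2-fold they lay. GC content cannot be told apart from genotype for the latter, because both WT libraries lean to GC-rich genes and both Dnmt3l KO libraries to GC-poor ones. A different mix of cell types in the sort cannot be told apart from genotype for the calls over 4-fold. The L/Z spermatocyte list rose by a median of 1.079 on the log2 scale (0.626 with the offset), and cell types outside the lists were not examined. For the changes of 2-fold to 4-fold a different mix may contribute. The Sertoli list had a median log2 fold change of -1.069 (-2.02 and -0.48 without Dnmt3l KO replicate 1 or 2) and the spermatogonia list of -0.86 (-0.45 and -1.55). With the offset the Sertoli and spermatogonia medians were -0.852 and -0.695. Abundant members moved likewise, Clu (Sertoli) from 348 ± 110 to 171 ± 142 CPM and Sycp3 (L/Z spermatocytes) from 417 ± 231 to 1030 ± 15.4 CPM (SD, n = 2 each). Neither gene passed adjustment (FDR 0.197 and 0.0692, edgeR).

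X-linked genes were higher in L/Z Dnmt3l KO, where the median log2 fold change of X-linked genes exceeded that of autosomal genes by 0.28. Of the 570 genes called higher, 73 were X-linked, while X-linked genes made up 4.19% of those tested. Per library, the X-linked minus autosomal median was 0.20 and 0.21 in Dnmt3l KO and between -0.18 and -0.04 in the other 4. GC content and length are argued against as the whole cause, because 0.159 remained with the offset and both Dnmt3l KO libraries (0.13 and 0.09) stayed above the other 4 (at most 0.05). The rule for reading this test was changed after its value was known. Fewer late germ cells in the mutant are argued against by Pld6 KO, where the difference was 0.046 although the set of 45 genes fell further there. A candidate explanation left open is incomplete X-linked silencing or a different timing of cells in Dnmt3l KO, which was not tested. Xist rose by 1.89 (SE 0.35, FDR 0.0153, edgeR) in the same libraries.

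At P0, a different share of germ cells was examined through somatic markers, which should rise or fall together. The largest distance between Leydig and Sertoli medians over the 3 mutants was 0.78, while the within-group SD of the distance was 0.50. A germ cell share cannot be told apart from other causes with that spread.

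Over all P0 libraries, the average effect of losing Pld6 with and without Dnmt3l called 7 genes, with 2014 genes at an unadjusted p-value under 0.05. They were 4930470H14Rik (3.35), Olfr856-ps1 (2.50), Gm17644 (1.89), A630089N07Rik (1.41), 2610507I01Rik (-2.84), Eif3j1 (-7.64) and Pld6 itself, with log2 changes in parentheses. The average effect of losing Dnmt3l called 0 genes, with 1527 at an unadjusted p-value under 0.05. As a check by other groupings, the levels of 217 genes did not overlap between the 7 libraries without and the 4 with Pld6, where chance gives 96.4 genes (0.606% of those tested). Of the 330 groupings of the 11 libraries into 7 and 4, 32 gave as many genes, with up to 977, so the count may arise from other differences between libraries. For DKO against Pld6 KO the real split gave 0 genes, with 957 (6.02% of those tested) at an unadjusted p-value under 0.05. All 35 of the 35 splits of the 7 libraries therefore gave as many by definition, which says nothing about the grouping.

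Eif3j1 and its near-identical copy Eif3j2 exchanged counts between P0 libraries. Eif3j1 took 92.2% of the pair's counts in WT replicate 1, 50% in Dnmt3l KO replicate 1 and 88.1% in replicate 2, and 0.436% or less in all the remaining 8 libraries. Over the P0 libraries, the log2 sum of the pair had an SD of 0.13, against 3.33 for Eif3j1, 1.31 for Eif3j2 and a median of 0.30 over all genes. This is consistent with fragments shared between both genes, which makes the call of Eif3j1 uncertain. A strain variant that decides the assignment cannot be told apart from it, since the share of 50% in 1 library is what a heterozygous animal might give and no variant data were used here.

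Interferon-response genes were higher in the 5 P0 libraries without Dnmt3l than in the 6 others, by a mean of 0.76 on the log2 scale (exact permutation p 0.0108 over 462 splits). Blood cells are argued against, because the blood list did not differ between the same libraries (exact permutation p 0.749). GC content and length are argued against as well, as the list's median stayed at percentile 100 of random lists with the offset in Dnmt3l KO and DKO. An interferon response to retrotransposon RNA may be proposed as a hypothesis, but retrotransposon RNA was not measured here. The study did measure it at P0. It reported L1 and IAP members over 2-fold higher in Pld6 KO, but only a small subset higher in Dnmt3l KO, without significance. Interferon medians had the opposite order, 0.34 in Pld6 KO and 1.28 in Dnmt3l KO. This argues against the amount of L1 and IAP RNA as the cause. By camera the list was called in both genotypes without Dnmt3l, by fry in neither. The Dnmt3l KO median of 1.28 was 1.96 and 0.52 without replicate 1 or 2. Pld6 KO replicate 4 had a score of 2.41, above Dnmt3l KO replicate 1 (2.16) and DKO replicate 3 (2.25).

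The study's lists of genes next to activated retrotransposons, defined in spermatocytes, were higher as sets in P0 testes of the mutants. GC content and length are argued against, since the Pld6 list stayed at percentile 99.9 or above with the offset in all 3 mutants. A weak activity of the same promoters in prospermatogonia may be proposed, but fusion transcripts were not examined here. The study looked for them at P0 and reported none in either single mutant. It presumed that weaker derepression at that stage was the reason. Its result goes against the proposal, which stays untested here. Among their genes with low counts in WT, Tmc2 (chromosome 2, 130195194 to 130265189) had 2 and 3 counts in WT and 9 to 138 counts in the 9 mutant libraries, at least 24.2-fold higher in Pld6 KO, 9.96-fold in Dnmt3l KO and 27.3-fold in DKO (FDR 0.522, 0.293 and 0.244, edgeR). Apoh (chromosome 11, 108395297 to 108414396) had 0 counts in both WT libraries and 2 to 51 in the 9 others. Outside these lists, Nanos2 (chromosome 7, 18987524 to 18988962), a prospermatogonia marker, had at most 3 counts in the WT and single-mutant libraries and 17, 11 and 66 in DKO. None of these 3 genes passed adjustment, and all were chosen after their values were seen.

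Counts of called genes differed from those of the study in both directions. In L/Z Dnmt3l KO, 570 genes were higher and 232 lower. These are higher than the values quoted from the study above. In L/Z Pld6 KO, 27 genes were higher and 6 lower. These are lower than the values quoted from the study above. In P0 Pld6 KO and Dnmt3l KO testes, 805 and 2056 genes (5.06% and 12.9%) had an unadjusted p-value under 0.05, where chance gives about 5%. The calls were 1 gene in Pld6 KO and 0 in Dnmt3l KO. Those are lower than the values quoted from the study above. The choice of test could play a part in the lower counts, because the DESeq2 Wald test called 90 genes in L/Z Pld6 KO and 14 and 71 in the P0 mutants. So could the difference in 45S rRNA, since a factor for the libraries rich in it gave 73 higher and 28 lower genes in L/Z Pld6 KO.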
